A study of Mus musculus with 7 samples.

How the data were processed

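RNA was sequenced from the inner cell mass (ICM) of pre-implantation mouse embryos that carried a tamoxifen-inducible construct that activates ERK. Embryos were flushed at embryonic day 2.5 and cultured for 24 h with 250 nM PD173074, an inhibitor of FGF receptors, per the labels' protocols. The construct was switched on with 250 nM 4-hydroxytamoxifen, called tamoxifen here, for 4 h, and ethanol served as the vehicle. The trophectoderm, the outer layer of the blastocyst, was removed by immunosurgery, and each library was made from 2 ng of RNA from a pool of 10 ICMs with a low-input amplification kit. The labels call the samples epiblast at embryonic day 3.5.

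Groups were taken from the treatment label. The vehicle group (time label 0 h) held 3 libraries and the tamoxifen group (4 h) held 4. The libraries came from 2 clones of the construct, clone 4 and clone 8, and were numbered within each clone: vehicle clone4_1, clone4_2 and clone8_1, and tamoxifen clone4_1, clone4_2, clone8_1 and clone8_2. Per the series text, 4 replicates were collected per condition and 1 vehicle sample was discarded at quality control. Clone 8 therefore had 1 vehicle library. The replicate numbers come from the sample titles; libraries of different conditions with the same number were made from different embryos.

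The deposited values are raw counts per Ensembl gene, in a table with 1 column per library that was not normalised. The labels do not state the aligner, the counting program, the genome build, the annotation release, the strand setting or the handling of duplicate reads. Low-input libraries are amplified, and without molecular identifiers the counts are not independent molecules, so counting error understates the error of a library. Reads from genes that overlap, from antisense genes, and from near-identical copies such as the Y-linked genes and their X-linked counterparts or the ribosomal protein genes and their pseudogenes could have been divided or dropped in a way that cannot be read from the table. Whether reads of the construct were counted at the endogenous Esr1 gene is also not stated.

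The table held 52636 genes, of which 52489 matched GENCODE M21 (GRCm38) by gene ID and 147 did not. The unmatched genes held at most 0.0113% of a library. Symbols, coordinates and transcript lengths are from GENCODE M21, matched by gene ID, so the coordinates refer to GRCm38 whatever build was used for the alignment. For each gene, transcript GC content and a longest length were taken from its longest transcript, and a typical length from the median over its transcripts of the basic set, protein-coding transcripts first.

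Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling factors, the expression filter of edgeR applied by group, and the quasi-likelihood test with condition as the only term. P-values were adjusted by the Benjamini-Hochberg method and an adjusted p under 0.05 was called. Expression values are CPM (counts scaled to library size) with TMM factors, and log2 values used a prior count of 2. The 0 h time label means vehicle-treated embryos, not untreated ones. Fold changes are tamoxifen against vehicle. The standard error (SE) of an edgeR log2 fold change was its absolute value divided by the square root of the quasi-likelihood F statistic. It therefore restates that test and is not a separate measure of error. The text names a gene when it is Esr1, a sex-linked gene (Xist, Ddx3y, Eif2s3y, Kdm5d, Uty), a member of 6 fixed lists, or among the 8 largest rises or 8 largest falls with an adjusted p under 0.05, a mean of at least 10 CPM in the higher condition and no overlap between groups. The last part of that rule gave 0 genes. One further gene fixed in the design is not reported here. From the lists, the 10 genes with an unadjusted p under 0.05 were picked after their values were seen. Etv4, Etv5, Dusp6, Egr1, Nanog and Gata6 were picked in the same way. So were Zc3h7b, Ecm1, Tie1, Vwa5b1, Bhlhe40 and Tmprss2, which no rule fixed before the data covers.

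The 6 lists of 10 genes each were ERK feedback genes (Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4, Etv5), immediate early genes (Egr1, Fos, Fosb, Fosl1, Jun, Junb, Ier2, Ier3, Atf3, Myc), and markers of naive epiblast (Nanog, Klf2, Klf4, Esrrb, Tfcp2l1, Tbx3, Prdm14, Zfp42, Nr0b1, Fgf4), formative epiblast (Otx2, Fgf5, Pou3f1, Dnmt3a, Dnmt3b, Lef1, Sall2, Sox12, Zic2, Zic5), primitive endoderm (Gata6, Gata4, Sox17, Sox7, Pdgfra, Dab2, Fgfr2, Lama1, Col4a1, Col4a2) and trophectoderm (Cdx2, Gata3, Krt7, Krt8, Krt18, Tfap2a, Eomes, Id2, Hand1, Elf3). They were drawn from general knowledge. The mean log2 CPM over the list genes that passed the filter was compared between conditions by a two-sided exact permutation test over all 35 splits of the libraries into 3 and 4, with Benjamini-Hochberg adjustment over the 6 lists. The smallest p this test can give is 0.0286. The same splits were used for a pseudo-F statistic on Euclidean distances of log2 CPM. The clone comparisons were an edgeR fit within clone 4, a test of clone with condition in the model, and a test of the interaction of clone and condition.

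The groups, the designs, the lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with sample weights, and camera for lists), median-of-ratios size factors or library totals in place of TMM, no filter or a mean count of at least 50, clone or replicate number in the model, counts thinned to the smallest library, a log2 change of at least 1, a prior count of 0.5, list medians, and leaving out each library in turn. Leaving out both libraries numbered clone8_1, the trophectoderm list mean as a covariate, lists without their most changed gene, and a correction for transcript length were added after the data were seen. The length correction used offsets from a lowess fit of each library's log2 CPM on log2 typical transcript length.

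The pipeline was tested on simulated counts drawn with the means, dispersions and library sizes of these libraries. Changes were placed only in genes with a mean of at least 5 CPM. Each gene was drawn independently, so no deviation was shared by the genes of a library. Of 80 genes changed by a log2 fold change of 1, 26 were recovered, of 80 changed by 2, 71 were recovered, and of 40 changed by 3, 40 were recovered, with 5 false calls among 15509 genes tested. Total counts per library ranged from 22981498 to 42294719, so that 3 counts correspond to between 0.0709 and 0.131 CPM. No library was left out of the main tests.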

Results

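The study examined how the epiblast of the pre-implantation mouse embryo responds in transcription when ERK is switched on. Expression was measured by RNA-seq in 7 libraries of pooled ICMs, 3 from embryos given vehicle and 4 from embryos given tamoxifen for 4 h, in the presence of an inhibitor of the FGF receptors upstream of ERK. Total counts were 40891273, 32536646 and 40054981 in vehicle clone4_1, clone4_2 and clone8_1. In the tamoxifen libraries they were 42294719 for clone4_1, 22981498 for clone4_2, 27959982 for clone8_1 and 41169395 for clone8_2. Between 19287 and 22641 genes had at least 1 count. With all libraries thinned to 22981498 counts, vehicle clone8_1 had the fewest genes detected (18869), followed by tamoxifen clone8_1 (19002), and the other libraries had between 19870 and 21435. Mitochondrial genes took 1.42% to 2.80% of counts and the 10 most abundant genes of each library took 4.71% to 5.85%. Total count, genes detected at full and at equal depth, mitochondrial share and top-gene share did not differ between conditions, with exact permutation p-values from 0.343 to 0.914 and adjusted values from 0.821 to 0.914 over the 5 measures.

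The libraries correlated with each other at Pearson r from 0.905 to 0.965 over the log2 CPM of 16248 genes, which are not independent replicates. The median r was 0.942 over 9 pairs of the same condition and 0.947 over 12 pairs of different conditions. The smallest chi-square per degree of freedom between any pair was 23.9, which shows only that no 2 libraries were repeat counts of the same library. Mean correlation with the other libraries was lowest for vehicle clone8_1 (0.929) and tamoxifen clone8_1 (0.931) and ranged from 0.944 to 0.955 for the rest. The first principal component held 30.6% of the variance and the second 21.4%. Both libraries numbered clone8_1 lay far from the others, at opposite ends of the first component and on the same side of the second. Conditions were not separated beyond what other splits gave: pseudo-F was 1.16 for condition (exact permutation p = 0.0857 over 35 splits) and 1.03 for clone (exact permutation p = 0.343). Among the alternatives for condition, limiting the distances to genes with a mean count of at least 50 moved pseudo-F most, to 1.34 (exact permutation p = 0.114).

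**Figure D1:**
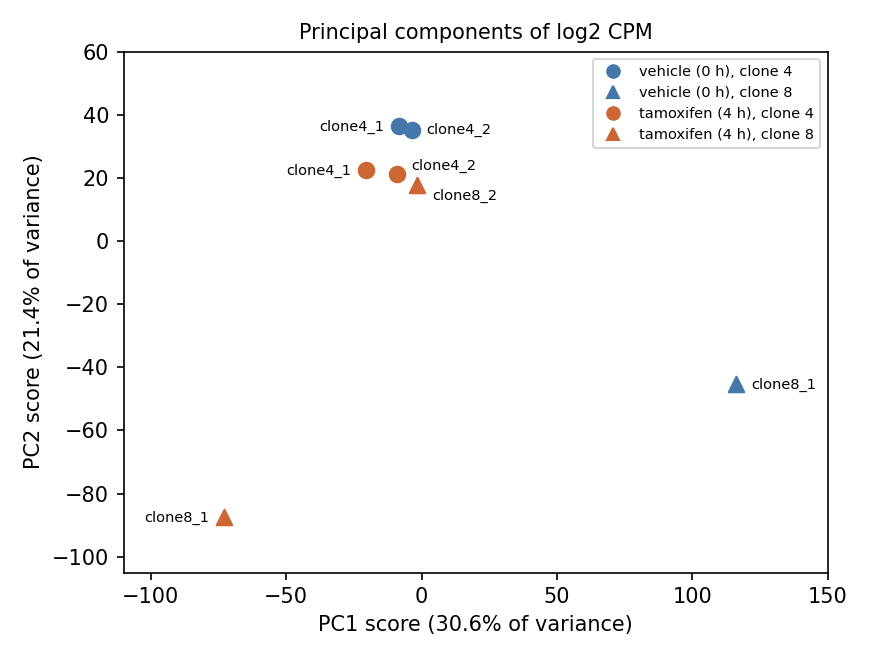
Principal component scores of the 7 libraries, computed on log2 CPM, with the first component on the horizontal axis (30.6% of variance) and the second on the vertical axis (21.4%); colour marks the condition and shape the clone. Vehicle clone8_1 sits at 116 and tamoxifen clone8_1 at -73.0 on the first component, while the other 5 libraries lie between -20.5 and -1.57. On the second component these 2 sit at -45.4 and -87.5, and the other 5 lie between 17.7 and 36.3.

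Vehicle clone8_1 also differed from the other libraries by transcript length. Among 248 protein-coding genes with a typical transcript under 600 nt, its median deviation from the median library was -2.16 on the log2 scale, against values from -0.098 to 0.37 in the other 6 libraries. For 914 genes from 600 nt to under 1000 nt the deviation was -1.16, with the others between -0.025 and 0.20. For 3361 genes from 1000 nt to under 2000 nt it was 0, and for 5448 genes from 2000 nt to under 4000 nt it was 0.033. Of the genes tested, 16.9% had a typical transcript under 1000 nt.

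**Figure D2:**
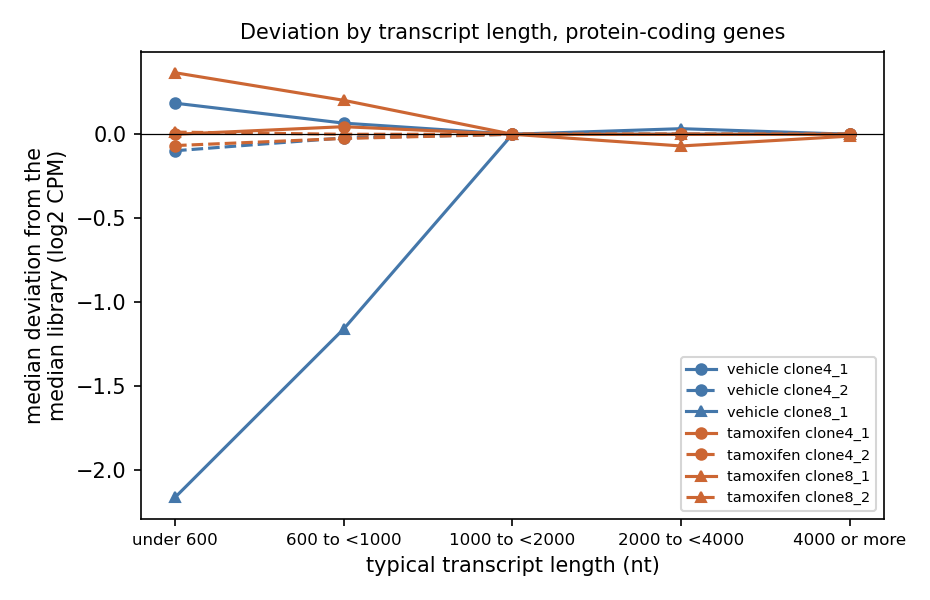
Median deviation of each library from the median library (log2 CPM, vertical axis) for protein-coding genes in 5 classes of typical transcript length in nt (horizontal axis); each line is a library, coloured by condition. Vehicle clone8_1 falls to -1.16 between 600 and 1000 nt and to -2.16 under 600 nt, and all libraries lie between -0.070 and 0.033 from 1000 nt upwards.

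Tamoxifen-inducible constructs often carry a tamoxifen-binding domain of the estrogen receptor, so its endogenous gene was examined first. Activation is by ligand and does not require a change in transcript level. Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614, plus strand) had 3.19 ± 2.40 CPM (SD, n = 3) in vehicle and 1.51 ± 0.756 CPM (SD, n = 4) in tamoxifen libraries. Its log2 fold change of -1.07 ± 0.61 (SE) had an adjusted p of 0.798 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 7 fits that each left out one library it ranged from -1.46 to -0.31, the latter without vehicle clone4_1.

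Counts of Xist and of Y-linked genes were present in each library. Xist, from the inactive X chromosome of female cells, ranged from 37.8 to 124 CPM, and the Y-linked Ddx3y ranged from 28.2 to 90.4 CPM over the 7 libraries. Tsix overlaps Xist by 22889 bp on the other strand. The strand setting is not stated, so part of the Xist count could come from Tsix. The Y-linked genes Eif2s3y, Kdm5d and Uty were likewise counted in each library, with at least 1012, 110 and 116 counts. None of these 5 genes differed by condition after Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, in which the adjusted p ranged from 0.794 to 0.967. Xist was lower with tamoxifen (log2 fold change -0.49). Ddx3y, Eif2s3y, Kdm5d and Uty were higher (0.11 to 0.65), and Eif2s3y had an unadjusted p of 0.0340 in the same test.

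The effect of 4 h of tamoxifen on expression was tested in 16248 genes. At an adjusted p under 0.05, 0 genes were called, and the smallest adjusted p was 0.794 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 970 genes (5.97%), 437 higher and 533 lower with tamoxifen, where 812.4 would be found if p-values were uniform. CPM values of the groups did not overlap in 1373 genes (8.45%), against 5.71% by chance for 3 libraries against 4. The biological coefficient of variation was 0.456 and the median log2 fold change was 0.019. The alternative that moved the count most was DESeq2, which called 4 genes (3 higher, 1 lower) among the same 16248.

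The gene with the smallest p was Zc3h7b (ENSMUSG00000022390, chromosome 15, 81745057 to 81796260, plus strand), picked after its values were seen. It had 1.27 ± 0.283 CPM (SD, n = 3) in vehicle and 4.69 ± 0.549 CPM (SD, n = 4) in tamoxifen libraries, with raw counts between 39 and 216. Its log2 fold change was 1.88 ± 0.38 (SE), with an unadjusted p of 0.000616 and an adjusted p of 0.794 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It overlaps Rangap1 on the other strand by 474 bp.

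The 6 fixed lists asked whether targets of ERK and markers of the early lineages moved together. None differed by condition after Benjamini-Hochberg adjustment over the 6 lists. The ERK feedback list had a mean log2 CPM of 3.78 ± 0.26 (SD, n = 3) in vehicle and 4.14 ± 0.37 (SD, n = 4) in tamoxifen libraries, a difference of 0.36 (exact permutation p = 0.229, adjusted p = 0.343) with 7 genes higher and 3 lower. The immediate early list differed by -0.29 (exact permutation p = 0.343, adjusted p = 0.411), and 7 of its 10 genes were lower. The naive epiblast list differed by 0.32 (exact permutation p = 0.143, adjusted p = 0.286) and the formative list by -0.10 (exact permutation p = 0.457, adjusted p = 0.457). The formative difference was 0.43 when list medians replaced means, and the immediate early difference was 0.039 when both libraries numbered clone8_1 were left out.

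The primitive endoderm list rose from 4.37 ± 0.49 (SD, n = 3) to 5.03 ± 0.11 (SD, n = 4), a difference of 0.66 with the exact permutation p at 0.0286, the smallest this design can give, and an adjusted p of 0.171. All 4 tamoxifen libraries (4.92 to 5.19) lay above the 3 vehicle libraries (3.87 to 4.85). Of its 9 tested genes, 6 were higher and 3 lower, and without Sox17, which changed most, the difference was 0.36. The trophectoderm list fell from 8.15 ± 0.15 (SD, n = 3) to 7.73 ± 0.27 (SD, n = 4), a difference of -0.42 (exact permutation p = 0.0857, adjusted p = 0.257), and all 10 of its genes were lower. With limma camera in place of the permutation test the trophectoderm list was called (Benjamini-Hochberg adjusted p = 0.000722). The trophectoderm list mean was above the naive epiblast list mean in each of the 7 libraries. The latter was 6.53 to 6.96 in vehicle and 6.76 to 7.24 in tamoxifen libraries. These lists hold different genes, so the order of their means does not show the share of each lineage in a pool.

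**Figure D3:**
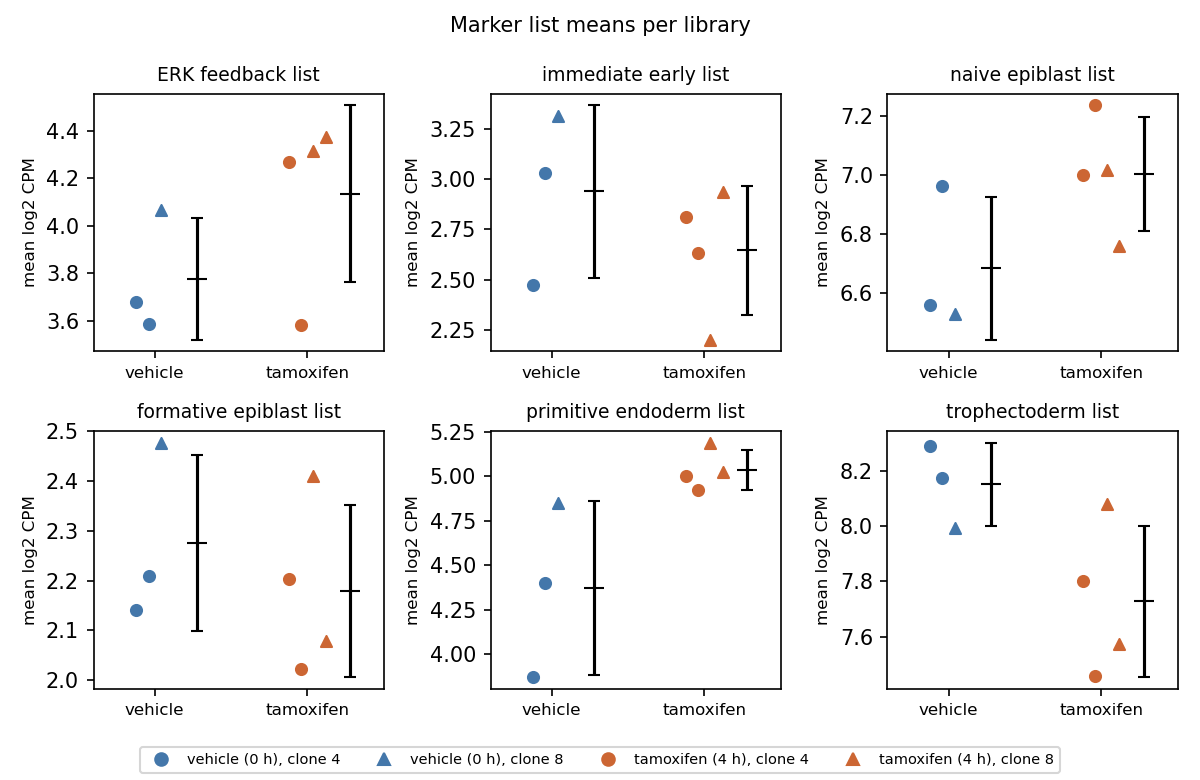
Mean log2 CPM of each of the 6 fixed lists (vertical axes, which do not start at 0) in the 3 vehicle and 4 tamoxifen libraries; points are libraries, shape marks the clone, and bars are mean ± SD. The primitive endoderm list is higher in all 4 tamoxifen libraries (4.92 to 5.19) than in the vehicle libraries (3.87 to 4.85), and the ERK feedback list is at 3.58 in tamoxifen clone4_2 against 4.27 to 4.37 in the other tamoxifen libraries.

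Of the 60 list genes, 55 passed the expression filter; Nr0b1, Pou3f1, Lef1, Zic2 and Sox7 did not. With adjustment over the list genes alone 0 were called, as with adjustment over all genes, and 10 had an unadjusted p under 0.05 (4 higher, 6 lower). The smallest p adjusted over the list was 0.0723 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the alternatives fixed before the data were seen, up to 5 list genes were called (with DESeq2 and without a filter on low counts), and 7 were called when both libraries numbered clone8_1 were left out. The groups did not overlap for 3 genes that were higher and 4 that were lower, where chance gives 5.71% of genes.

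Spry2 (ENSMUSG00000022114, chromosome 14, 105891947 to 105896819, minus strand) rose from 64.8 ± 18.6 CPM (SD, n = 3) to 118 ± 10.2 CPM (SD, n = 4). Its log2 fold change was 0.86 ± 0.21 (SE; unadjusted p = 0.00229, edgeR). Lama1 (ENSMUSG00000032796, chromosome 17, 67697259 to 67822647, plus strand) rose from 4.21 ± 0.882 CPM (SD, n = 3) to 10.8 ± 4.17 CPM (SD, n = 4), a log2 fold change of 1.35 ± 0.36 (SE; unadjusted p = 0.00394, edgeR). Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354, minus strand) rose from 2.96 ± 2.30 CPM (SD, n = 3) to 17.7 ± 7.93 CPM (SD, n = 4). Its log2 fold change was 2.58 ± 0.75 (SE; unadjusted p = 0.00617, edgeR), and vehicle clone4_1 held 12 counts of it. In these 3 genes all tamoxifen libraries lay above all vehicle libraries. Klf4 rose by a log2 fold change of 0.49 ± 0.19 (SE; unadjusted p = 0.0305, edgeR), with overlapping groups.

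Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273, plus strand) fell from 67.7 ± 26.0 CPM (SD, n = 3) to 26.1 ± 11.9 CPM (SD, n = 4), a log2 fold change of -1.37 ± 0.36 (SE; unadjusted p = 0.00343, edgeR). Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034, minus strand) fell from 929 ± 87.4 CPM (SD, n = 3) to 670.1 ± 42.7 CPM (SD, n = 4). Its log2 fold change was -0.47 ± 0.14 (SE; unadjusted p = 0.00803, edgeR), and it overlaps another protein-coding gene on the same strand by 6500 bp. Elf3 and Dnmt3b also had lower values in all tamoxifen than in all vehicle libraries, with log2 fold changes of -0.53 ± 0.18 (SE) and -0.54 ± 0.20 (SE). Jun (-0.56 ± 0.21, SE) and Krt7 (-1.24 ± 0.49, SE) were lower with overlapping groups. Krt7 was at 71.2 CPM in vehicle clone4_1 against 21.6 and 23.7 CPM in the other vehicle libraries. Without vehicle clone4_1 the change of Krt7 was -0.48 ± 0.42 (SE), the smallest among the fits that each left out one library. Annotated genes lie on the other strand of Gata3, Elf3, Dnmt3b, Jun, Krt7, Sox17 and Gata6.

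The other list genes did not all change less. Etv4 rose by a log2 fold change of 2.17 ± 1.01 (SE), with overlapping groups (unadjusted p = 0.0567 in edgeR's quasi-likelihood test). It was the most changed gene of the ERK feedback list, whose difference was 0.22 without it. The changes of 5 further genes, picked after their values were seen, were smaller than that of Etv4. Dusp6 had 38.3 ± 12.1 CPM (SD, n = 3) and 34.0 ± 7.84 CPM (SD, n = 4), with a log2 fold change of -0.17 ± 0.26 (SE). Egr1 changed by 0.21 ± 0.66 (SE) and its sign was reversed in 4 of 19 alternatives. Etv5 changed by 0.47 ± 0.22 (SE; unadjusted p = 0.0599, edgeR). Nanog changed by -0.16 ± 0.21 (SE) and Gata6 by 0.47 ± 0.29 (SE). None of these 5 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test.

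**Figure D4:**
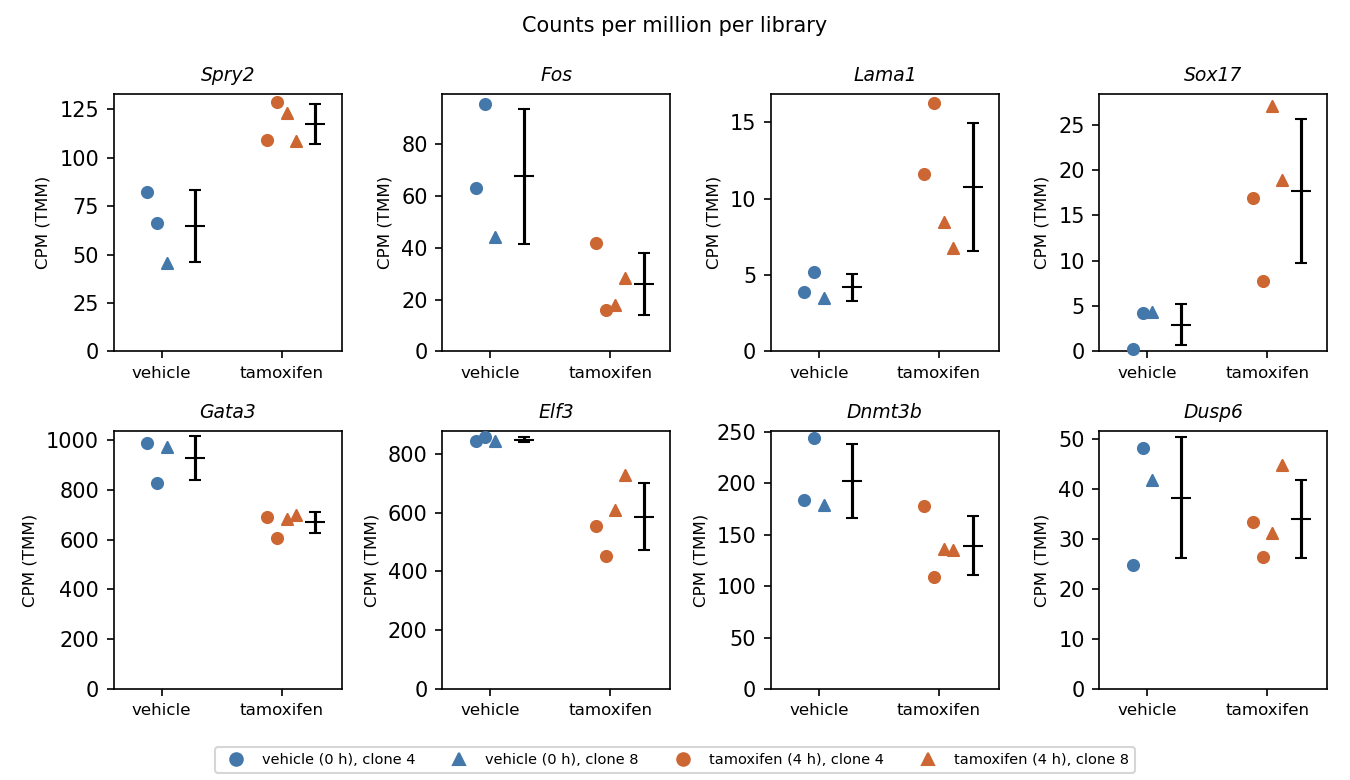
CPM with TMM scaling (vertical axes, from 0) of 8 list genes, picked after their values were seen, in the 3 vehicle and 4 tamoxifen libraries; points are libraries, shape marks the clone, and bars are mean ± SD. Spry2, Lama1 and Sox17 are higher and Fos, Gata3, Elf3 and Dnmt3b lower in all tamoxifen libraries, while Dusp6 overlaps (24.9 to 48.2 CPM in vehicle, 26.5 to 44.9 CPM with tamoxifen).

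Whether the clones behaved alike was examined last. Within clone 4, with 2 libraries per condition, 0 of 16060 genes were called (1264 at an unadjusted p under 0.05; smallest adjusted p 0.201, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternatives called from 0 to 217 genes, the most without a filter on low counts. Of the 1264 genes, 57.4% had the same direction in clone 8, against 52.3% of all 16060 genes. The log2 fold changes of the clones correlated at r = 0.027 across 16060 genes, which are not independent. Clone 8 has 1 vehicle library, so its changes have no test of their own. Between clones, with condition in the model, 0 genes were called (509 at an unadjusted p under 0.05).

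The interaction of clone and condition was called in 514 of 16248 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 510 of them with a higher change in clone 8. The test rests on vehicle clone8_1, the library with low counts of short transcripts. Set alone against the other 6 libraries, vehicle clone8_1 gave 750 genes, 726 of them lower, and these included 94.7% of the 514. The same comparison gave 0 genes for each of the other 6 libraries. With the correction for transcript length, the interaction was called in 115 genes, 112 of them among the 514.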

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

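The tests of one deviating library, of genes missing from a library, of genes detected at equal depth, of short transcripts and of the trophectoderm share were chosen after the values they use had been seen; the tests of depth, scaling, GC content and transcript length over all genes were chosen before their results were seen.

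The effect of tamoxifen differed between clones in 514 genes. Clone 8 has 1 vehicle library, so this difference cannot be told apart from a peculiarity of that library by design. The 514 genes were abundant (median 123 CPM, against 9.71 for all tested genes), and 94.7% of them were also called when vehicle clone8_1 was set alone against all other libraries. Of the 18 ways to assign 1 vehicle and 2 tamoxifen libraries to clone 8, 2 gave as many genes; 18 assignments cannot give a share under 0.05. Assignments with vehicle clone8_1 as the single vehicle library gave 230 to 609 genes, and those with vehicle clone4_1 or clone4_2 gave at most 1. Vehicle clone8_1 ranked 1 from the lowest in genes detected at equal depth. Most of the genes had not dropped out of it entirely. Of the 514, 2.72% had at most 3 counts there, against at most 0.389% in any other library. For genes this abundant, the limit of 3 counts detects only a near-complete loss.

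What the genes low in vehicle clone8_1 share is short transcripts. The 726 genes had a median typical length of 755 nt, against 2303.5 nt for all tested genes, and 71.9% of them were under 1000 nt, against 16.9%. Ribosomal and mitochondrial protein families made up 29.2% of them and 2.49% of tested genes. Such a set could come from a fall of those families in the cells or from a loss of short molecules in the library. With these families left out, 993 genes under 1000 nt still lay -1.18 (log2) relative to 8491 genes of 2000 nt or more in vehicle clone8_1. The same difference ranged from -0.021 to 0.24 in the other libraries, tamoxifen clone8_1 and clone8_2 included. A fall limited to those families is therefore not what the library shows. Across all genes, the interaction log2 fold change had a Spearman rho of -0.205 with the longest transcript length and of 0.0932 with GC content. The value for length was too weak to decide by the limits set. The loss lies below 1000 nt, where a rank correlation over all lengths has little to act on. Since this measure left length undecided, its low value for GC content cannot exclude GC either. A candidate explanation is that short complementary DNA was lost from this library during clean-up or amplification, for example at a size selection step; the labels record no such event. The correction for length leaves 115 interaction genes (112 of the 514). It removed the loss only in part, since vehicle clone8_1 still lay at -0.736 under 600 nt and at -0.260 from 600 nt to under 1000 nt after it, and 52.2% of the 115 genes were under 1000 nt. Length may therefore account for part of these genes. From 1000 nt upwards the median deviation of the library was at most 0.042 after the correction. That median covers all genes of a length class, so it cannot show whether the longer called genes were affected. The 115 also rest on the same single vehicle library, so a biological difference between clones cannot be told apart from it.

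The ERK feedback list was lowest in tamoxifen clone4_2, at 3.58 against 4.27 to 4.37 in the other tamoxifen libraries. Vehicle clone4_2 lay at 3.59. The list genes did not all follow the mean. Spry2 (129 CPM) and Etv5 (174 CPM) were higher in tamoxifen clone4_2 than in any other library, while Dusp6 (26.5 CPM) was lowest there among the tamoxifen libraries. The low mean is therefore not a fall of all ERK feedback genes. On the list mean, the gap from tamoxifen clone4_2 to the nearest library was 0.868 of the range of the 4 tamoxifen libraries. This is above the critical value of Dixon's test for 4 values. Over 38 values tested in this way, chance alone would mark 1.9, and 5 were marked. Equal depth did not remove the gap (0.924). With library totals in place of scaling factors it was 0.862. The factors of the tamoxifen libraries (0.991 to 1.01) were too near 1 to make or remove the gap, so that comparison could hardly differ. Tamoxifen clone4_2 also had the lowest trophectoderm list mean of all libraries (7.46). A share of ERK feedback transcripts from trophectoderm cells would make the lists rise and fall together in the other 6 libraries, but within conditions they correlated at r = -0.507 there. Unequal depth does not account for the low value, but a correlation over 6 libraries has too little weight to exclude a trophectoderm share. No biological explanation was tested.

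Among the tamoxifen libraries Jun was highest in clone8_2, at a log2 CPM of 5.96 against 5.35 to 5.37 in the other tamoxifen libraries, a gap of 0.958 of the range. The gap was 0.990 at equal depth and 0.915 with library totals. Tamoxifen clone8_2 had a lower trophectoderm list mean than the average of the other tamoxifen libraries. Its Krt7 (10.0 CPM) was the lowest of the tamoxifen libraries, but its Gata3 (700 CPM) and Elf3 (728 CPM) were the highest. Whether it held less trophectoderm is therefore unclear. If it did, a trophectoderm share would need a negative correlation in the other 6 libraries, and r was 0.392 within conditions. Gata6 was highest in tamoxifen clone8_1, at 7.23 against 6.13 to 6.17 in the other tamoxifen libraries, a gap of 0.966 of the range. It was 0.905 at equal depth and 0.971 with library totals. Here a trophectoderm share would need a positive correlation, and r was -0.447. Unequal depth does not account for these values. The scaling factors of the tamoxifen libraries (0.991 to 1.01) were too near 1 for library totals to move the gaps much. A correlation over 6 libraries has too little weight to exclude a trophectoderm share. No biological explanation was tested.

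Among the 4 tamoxifen libraries, Bhlhe40 and Tmprss2 were highest in clone8_1, with gaps of 0.880 and 0.875 of the range (log2 CPM of 4.50 against at most 3.62, and of 6.33 against at most 5.81, in the other tamoxifen libraries). Both genes were higher in vehicle clone4_1 and clone4_2. Both genes were named because they were called once the clone8_1 libraries were left out, so a deviating value there follows from the choice and carries no further information. Bhlhe40 also moved in opposite directions in the clones, with a log2 change of 1.04 in clone 8, where both tamoxifen libraries were higher, and of -1.93 in clone 4, where both were lower. The interaction test gave it a log2 fold change of 3.06 and an adjusted p of 0.0284 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), but the gene was selected by leaving out the same library that drives that test. No biological explanation was tested for either gene.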

How the results depend on the processing

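The direction of the ERK feedback, naive epiblast, primitive endoderm and trophectoderm lists did not change in 17 alternatives each, with differences from 0.22 to 0.53, 0.23 to 0.63, 0.14 to 0.74 and -0.63 to -0.34. Separation by condition and by clone stayed short of an exact permutation p of 0.05 in 11 alternatives each (0.0857 to 0.5, and 0.143 to 1); leaving out a library lowers the number of splits, so those fits could hardly pass.

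The count of 0 genes at 4 h held in 18 of 20 alternatives, of which the added limit of a log2 change of at least 1 could only give 0, with 608 to 2403 genes at an unadjusted p under 0.05. DESeq2 called 4 genes (3 higher, 1 lower; 1219 unadjusted), 5 list genes, 120 genes within clone 4, 989 interaction genes and 13 between clones. Its 4 genes, with the range of the adjusted p over the alternatives, were Zc3h7b (0.00621 to 0.961), Ecm1 (0.0123 to 0.961), Tie1 (0.0325 to 0.961) and Vwa5b1 (0.0325 to 0.910). Ecm1 had 3 to 10 counts in vehicle libraries, and Vwa5b1 had 0 in each vehicle library and 2 to 58 in tamoxifen libraries, so no fold is given for it. Without a filter on low counts 5 list genes, 217 genes within clone 4, 991 interaction genes and 28 genes between clones were called. A mean count of at least 50 gave 2 genes within clone 4. Voom with sample weights and clone as a covariate each gave 2 list genes, and the fits that each left out one library gave 0 to 2. The genes called most often among those of the lists, over 19 settings, were Spry2 and Fos, in 6 each. The interaction count was 115 with the length correction. Leaving out both libraries numbered clone8_1, an alternative chosen after the data were seen, called 7 list genes (Spry2, Etv5, Fos, Fosl1, Col4a2, Krt7 and Id2) and, over all genes, 2 genes, both lower: Bhlhe40 (adjusted p 0.0404, range 0.0404 to 0.969) and Tmprss2 (0.0404, range 0.0404 to 0.961), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment except where named. The cause was not tested.

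The trophectoderm list (-0.42) passed with limma camera (Benjamini-Hochberg adjusted p 0.000722; range over the alternatives 0.000722 to 0.514). Camera presets a small correlation between genes of a list, while the mean pairwise correlation of these genes within conditions was 0.282. The formative list reversed to 0.43 with list medians, to 0.045 without both clone8_1 libraries, and ranged from -0.26 to 0.0069 across the 7 fits that each left out one library. The immediate early list reversed to 0.039 without both clone8_1 libraries, and Nanog to 0.079. Over the 7 fits that each left out one library Egr1 ranged from -0.32 to 1.11, Dusp6 from -0.42 to 0.026 and Uty from -0.29 to 0.35. With the trophectoderm list mean as a covariate, values reversed for Krt7 (0.031), Etv5 (-0.0091), Egr1 (-0.88), Xist (0.42), Ddx3y (-0.83) and Uty (-0.59). The cause was not tested.

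With the replicate number as a replicate block, 0 genes were called (721 at an unadjusted p under 0.05). Egr1 (-0.061) and Uty (-0.025) reversed, and the mean paired differences of the lists were 0.28 (ERK feedback), -0.39 (immediate early), 0.40 (naive), -0.064 (formative), 0.66 (primitive endoderm) and -0.37 (trophectoderm), each with an adjusted exact p of 0.5 over 3 pairs, which cannot pass 0.05. The libraries of a pair came from different embryos. No pairing by number was seen over all genes: deviations from the group means correlated at -0.013 for the same number and 0.0040 for different numbers. Shared and opposed deviations can cancel in such a correlation. Both libraries numbered clone8_1 lay on the same side of the second principal component but at opposite ends of the first. A handling step shared by that number is therefore not excluded.

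The direction in clone 8 of genes called in clone 4 has no main value, because 0 genes were called in clone 4. Under the alternatives that called some, 57.6% of 217, 50% of 2 and 67.5% of 120 genes had the same direction; with median-of-ratios size factors 0 were called and there is no value. Vwa5b1 and Ecm1 have no value where they did not pass a filter. Thinning all libraries to 22981498 counts gave 0 genes (903 at an unadjusted p under 0.05), close to full depth. The spread between libraries limits the counts, since simulated changes of 1 on the log2 scale were recovered in 26 of 80 genes at the spread of these libraries and in 80 of 80 at a low one.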

Other observations

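The tests of the primitive endoderm list and Spry2 against the naive list, and those with the trophectoderm list mean as a covariate, were chosen after the values they use had been seen; the splits of the libraries, the co-variation of the trophectoderm list and the random lists were chosen before.

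As many genes as the 970 with an unadjusted p under 0.05 were found in 3 of the 35 splits of the 7 libraries into 3 and 4, the real split included (median 483, range 195 to 1225). Of the 8 splits that part the same-numbered libraries in the same way, 2 gave as many; 8 splits cannot give a share under 0.05. The split with 1225 set tamoxifen clone4_1, clone4_2 and clone8_1 against the rest, so moving tamoxifen clone8_2 to the vehicle side raised the count. Chance remains an explanation for the 970 genes. For the 509 genes between clones, 14 of 34 splits gave as many. In the simulated data 71 of 80 genes changed by 2 on the log2 scale were recovered. Those changes were placed only in genes above a minimum mean CPM, and the draws held no deviation shared by the genes of a library. The rate therefore cannot show that a response of that size over many genes would have been seen here. Single genes with estimates of at least that size, such as Sox17 and Ecm1, were not called in the main test. Ecm1 (0.137 CPM in vehicle and 1.78 CPM in tamoxifen libraries) lay below the simulated minimum. With DESeq2, Ecm1 was called over all genes and Sox17 among the list genes.

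Transcripts of trophectoderm genes were abundant in every library although the layer had been removed. Their list mean fell in the tamoxifen libraries by 0.42 on the log2 scale. The difference was -0.60 in clone 4 and -0.17 in clone 8, which has 1 vehicle library. The conditions overlapped, since tamoxifen clone8_1 (8.08) lay above vehicle clone8_1 (7.99). The trophectoderm genes rose and fell together within conditions: their mean pairwise correlation lay at percentile 98.75 of 10000 random lists matched on expression. A candidate explanation is that trophectoderm cells remained after immunosurgery in amounts that differed between pools, with less in the tamoxifen libraries by chance or because the treatment affects the procedure. A fall of trophectoderm genes within the cells by ERK cannot be excluded, since the amount of carry-over was not measured apart from these genes.

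If tamoxifen pools held less trophectoderm, genes of the inner cells would rise without any response. The primitive endoderm list mean rose by 0.66, more than random lists matched on expression (percentile 99.97). A general shift of genes at this level is therefore not the reason for a rise of that size in the mean. The list rose by 0.29 (without vehicle clone4_1) to 0.74 over the 7 fits that each left out one library. It rose by 0.36 without Sox17 and by 0.14 with list medians. Its rise exceeded that of the naive epiblast list by 0.34, which other splits gave as well (exact permutation p = 0.314), so it could not be told apart from a rise of inner-cell genes in general. Spry2 exceeded the naive list by 0.58 (exact permutation p = 0.0857). With the trophectoderm list mean as a covariate, however, the list still rose by 0.565 ± 0.396 (SE), Spry2 by 1.06 ± 0.303 (SE), Sox17 by 2.83 ± 0.914 (SE) and Lama1 by 1.04 ± 0.514 (SE), against 0.66, 0.86, 2.58 and 1.35 without it. The errors are wide, the covariate correlates with condition, and it removed the fall of Krt7 (0.031) but hardly that of Gata3 (-0.413, against -0.47 without it), so this fit alone decides little. Single libraries do not settle whether a lower share of trophectoderm is the only reason. Tamoxifen clone8_1 had the highest primitive endoderm list mean (5.19) and the most Sox17 (27.1 CPM) of all libraries. It had 123 CPM of Spry2 against 45.4 CPM in vehicle clone8_1. Its trophectoderm list mean (8.08) was slightly above that of vehicle clone8_1 (7.99), and so was Krt7 (28.9 against 23.7 CPM). Gata3 (682 against 972 CPM) and Elf3 (608 against 843 CPM) were lower, so which library held more trophectoderm is unclear. Vehicle clone8_1 is also the library with low counts of short transcripts. Sox17 and Lama1 were not set against the naive list by a test. A rise of Sox17 and Lama1 with ERK, which drives primitive endoderm fate in the ICM, is the biological alternative; it is a hypothesis that these libraries leave open.

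With the trophectoderm list mean as a covariate, 2403 genes had an unadjusted p under 0.05 in place of 970, although 0 passed adjustment (smallest adjusted p 0.281, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00621 to 0.961 over the 19 alternative fits). Only the real split, 1 of 35, gave as many genes with this covariate (median 454). Of 100 random lists matched on expression and used as the covariate, 1 gave as many (median 1008.5, highest 2481). The covariate correlated with condition (absolute r of 0.730, the 3rd highest of the 35 splits) and was noticed after several fits had been examined. A hypothesis is that unequal trophectoderm carry-over hides part of a tamoxifen response; an experiment with purified epiblast would be the test, and the data here do not show which genes would be in it.

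Fos and Jun were lower with tamoxifen while Spry2 was higher, and the direction of Egr1 was not settled (0.21 ± 0.66, SE). With the trophectoderm list mean as a covariate Fos (-1.11 ± 0.642, SE) and Jun (-0.608 ± 0.345, SE) kept their direction, each by under 2 SE. No biological explanation was tested for this pattern.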
